# Large-scale bioreactor production of extracellular vesicles from mesenchymal stromal cells for treatment of acute radiation syndrome

**DOI:** 10.1186/s13287-024-03688-2

**Published:** 2024-03-13

**Authors:** John A. Kink, Michael A. Bellio, Matthew H. Forsberg, Alexandra Lobo, Anna S. Thickens, Bryson M. Lewis, Irene M. Ong, Aisha Khan, Christian M. Capitini, Peiman Hematti

**Keywords:** Extracellular vesicles, Exosomes, Mesenchymal stromal cells, TLR4, Acute radiation syndrome

## Abstract

**Background:**

Hematopoietic acute radiation syndrome (H-ARS) occurring after exposure to ionizing radiation damages bone marrow causing cytopenias, increasing susceptibility to infections and death. We and others have shown that cellular therapies like human mesenchymal stromal cells (MSCs), or monocytes/macrophages educated ex-vivo with extracellular vesicles (EVs) from MSCs were effective in a lethal H-ARS mouse model. However, given the complexity of generating cellular therapies and the potential risks of using allogeneic products, development of an “off-the-shelf” cell-free alternative like EVs may have utility in conditions like H-ARS that require rapid deployment of available therapeutics. The purpose of this study was to determine the feasibility of producing MSC-derived EVs at large scale using a bioreactor and assess critical quality control attributes like identity, sterility, and potency in educating monocytes and promoting survival in a lethal H-ARS mouse model.

**Methods:**

EVs were isolated by ultracentrifugation from unprimed and lipopolysaccharide (LPS)-primed MSCs grown at large scale using a hollow fiber bioreactor and compared to a small scale system using flasks. The physical identity of EVs included a time course assessment of particle diameter, yield, protein content and surface marker profile by flow-cytometry. Comparison of the RNA cargo in EVs was determined by RNA-seq. Capacity of EVs to generate exosome educated monocytes (EEMos) was determined by qPCR and flow cytometry, and potency was assessed in vivo using a lethal ARS model with NSG mice.

**Results:**

Physical identity of EVs at both scales were similar but yields by volume were up to 38-fold more using a large-scale bioreactor system. RNA-seq indicated that flask EVs showed upregulated let-7 family and miR-143 micro-RNAs. EEMos educated with LPS-EVs at each scale were similar, showing increased gene expression of IL-6, IDO, FGF-2, IL-7, IL-10, and IL-15 and immunophenotyping consistent with a PD-L1 ^high^, CD16 ^low^, and CD86 ^low^ cell surface expression. Treatment with LPS-EVs manufactured at both scales were effective in the ARS model, improving survival and clinical scores through improved hematopoietic recovery. EVs from unprimed MSCs were less effective than LPS-EVs, with flask EVs providing some improved survival while bioreactor EVs provide no survival benefit.

**Conclusions:**

LPS-EVs as an effective treatment for H-ARS can be produced using a scale-up development manufacturing process, representing an attractive off-the-shelf, cell-free therapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-024-03688-2.

## Introduction

Mesenchymal stromal cells (MSCs) represent a multi-potent population of cells with immunomodulatory properties. Despite the well-established role of MSCs in suppressing inflammatory diseases, there are only a few approved indications worldwide, including acute graft versus host disease and Crohn’s disease [1, 2]. The immunosuppressive activity of MSCs is widely thought to be mediated through their interaction with immune cells [3], which can be contact-dependent or contact-independent (e.g. secretome). MSCs secrete extracellular vesicles (EVs) which are believed to regulate monocytes/macrophages, and the direct use of EVs represents an attractive “cell-free” approach to regulating immune populations [4–7]. Advantages of therapeutic EVs compared to cell therapies include reduced immunogenicity, enhanced targeting, they are non-proliferative thus eliminating the potential of tumor formation and have the reduced manufacturing complexity in terms scalability [8]. Importantly, EVs can be stored in conventional freezers in simple storage buffers such containing protein stabilizers like trehalose [9]. We have previously shown that EVs produced from human MSCs are sufficient to educate macrophages or monocytes to be protective in mouse models of hematopoietic acute radiation syndrome (H-ARS) and musculoskeletal injuries [10–13]. Furthermore, we have observed that EVs from MSCs primed with lipopolysaccharide (LPS), a Toll-like receptor 4 (TLR-4) agonist, generate more potent macrophages and monocytes compared to EVs from unprimed MSCs [10, 11]. The direct use of EVs to treat H-ARS would be an attractive therapeutic option, but to our knowledge this has not been reported and translating these observations to the clinic has been hampered by the relative paucity of reports developing and characterizing functional EVs at a production scale.

Description of large-scale process development manufacturing of MSC-EVs have been limited [14–16] but are sorely needed to help identify critical quality control (QC) attributes [15, 17–19]. Some groups have outlined workflows for generating MSC-EVs for treatment of pancreatic cancer [20] and dendritic cell-EVs for melanoma [21]. While it is simple and cost-effective to produce EVs from MSCs on a small scale using static monolayer flask cultures for early preclinical testing, it is not conducive to large-scale production. Therefore, the development of a scalable and efficient production process is needed for the eventual advancement of clinical-grade EVs.

In this study, we investigate the functional and therapeutic properties of LPS primed MSC-EVs compared to unprimed MSC-EVs. Both EV products were produced on a large scale using a hollow-fiber bioreactor system and compared to EVs produced on a small scale using flasks by examining their physical properties and identity, gene and RNA expression, ability to educate monocytes and potency in an in vivo H-ARS mouse model. The intent of this study was not to produce EVs using identical conditions between both scales, or to produce fully characterized clinical grade EVs, but to describe a scalable developmental manufacturing process designed for clinical trials and identify key bio-potency assays that predict efficacy in the H-ARS model.

## Methods

### Isolation and flask-scale cultivation of primary MSCs

MSCs were isolated from six different human bone marrow (BM) samples (F_1, 2, 3, 4, 5, and 6) from young, healthy donors using a University of Wisconsin-Madison institutional review board (IRB)-approved protocol (2016–0298). MSCs were derived by rinsing BM filters with phosphate-buffered saline (PBS) (Hyclone, Logan, UT, USA), and isolated as described [22]. The MSCs were cultured in 75 cm^2^ plastic flasks (Greiner Bio-one, Monroe, NC) in culture media containing alpha (α) MEM media (Corning CellGro, Manassas, VA, USA) supplemented with 10% fetal bovine serum (FBS) (Hyclone, Logan, UT, USA), 100X L-Ala-L-Glutamine (GlutaGro, Corning), and 100X NEAA (Corning). MSCs used were proliferative and verified by their distinct spindle shaped morphology and adherence to plastic. MSCs were positive (approximately 95%) for MSC markers (CD29, CD44, CD73, CD90, CD105) and negative for hematopoietic markers (CD19, CD34, CD45, CD54) by flow cytometry (data not shown) as previously described [22–25].

### Flask-scale isolation of EVs and LPS-EVs from MSCs

EV isolation from MSCs at the flask-scale was performed essentially as described previously [10, 26]. Low passage number [3–6] of non-senescent frozen stocks of MSCs from the six human isolates (F_1 to F_6) were expanded in T-75 cm^2^ plastic flasks and grown to near confluence. The cells were washed with PBS (Hyclone) and replaced with MSC serum-free media (SFM) (StemPro A103332-01, ThermoFisher Scientific, Waltham, MA, USA) at 10 mL/flask. To produce LPS-EVs, MSCs from 3 isolates (F_1-F_3) were primed with LPS as described [10]. Briefly, MSCs were either unprimed (EVs) or primed with 1.0 ug/mL of *E. coli* LPS O111:B4 (L4391 Sigma, St Louis, MO, USA) (LPS-EVs) in SFM for 18–24 h. The conditioned media was collected, then centrifuged at a low-speed spin (2000 × *g* at 4 °C for 20 min) to remove any cell debris, followed by an ultra-centrifugation (UC) step (100,000 g _avg_ at 4 °C for 2 h) of the supernatant using Optima™ L-80XP Ultracentrifuge and SW28 rotor (Beckman Coulter Inc. Indianapolis, IN, USA). EVs or LPS-EVs were re-suspended in 1 ml PBS (Hyclone) per 300 mL of conditioned media, aliquoted, then stored at − 80 °C.

### Bioreactor cultivation of MSCs

MSCs were derived from Good Manufacturing Practice (GMP)-compliant human BM aspirates from a healthy donor (B_1) purchased from AllCells, (Alameda, CA, USA) and grown in MSC culture media described above but was supplemented with a more GMP-compliant xenogen-free, 5% human platelet lysate (hPL) (Millcreek, Rochester MN, USA) instead of FBS. The MSCs were characterized by morphology, flask adherence onto plastic, surface marker profile by flow cytometry (as described above) and multipotent, with the capacity to differentiate into adipogenic, osteogenic and chrondrogenic lineages in vitro, using appropriate growth factors (data not shown) [27, 28]. Large-scale cultivation of the MSC isolate (designed as B) was performed using a 200 mL Quantum hollow-fiber bioreactor (Terumo BCT, Lakewood, CA, USA). The bioreactor was initially coated with 0.005% of human fibronectin (Corning) in PBS for 4 h to aid cell adherence followed by a systemic washout with culture media. MSCs at 3.0 × 10^7^ were seeded into the bioreactor, allowed to attach for 24 h, and cells then expanded by increasing the daily media input feeding rate to compensate for the growing number of cells. The conditions to determine the optimal cell expansion in the bioreactor, including the monitoring feeding rate via glucose / lactate production, determining growth kinetics, and expansion time of the MSCs was performed as described [20, 29]. Both the sampling of the media for glucose consumption and lactate production (1.6 × 10^–8^ mmol/day) from the outer loop with calculation tables provided by manufacturer were used to monitor approximate cell numbers in the bioreactor. Peak expansion of the cells occurred after the 6-day in the bioreactor representing approx. 5 × 10^8^ cells within the bioreactor.

### Bioreactor scale isolation of EVs and LPS-EVs from MSCs

After peak expansion of MSCs in the bioreactor, expansion media was washed out with PBS and replaced with 200 mL SFM. The conditioned media was then collected at the inner loop outlet at 24-h (H) intervals (24H, 48H, 72H and 96Hup to 96 h, (24H-96H Bioreactor). The bioreactor was then extensively washed with PBS followed by a media exchange with SFM containing 1.0 ug/mL LPS O111:B4. The LPS conditioned media was then collected after 24 h (24H + LPS Bioreactor). EVs from 200 mls of conditioned media of each of these five production runs was then isolated by sequential differential centrifugation as essentially as described above using an Optima™ L-80XP Ultracentrifuge using a large capacity (> 200 mL) Ti70 rotor (Beckman Coulter Inc) at 100,000 g _avg_ at 4 °C for 2 h. EV pellets from each 24-h cycle, were resuspended, filtered through 0.22 μM filter (Terumo BCT), aliquoted and stored frozen at − 80 °C.

### EV bioreactor manufacturing scheme

The use of MSC-EVs as a clinical therapeutic option is only possible if they can be reproducibly produced on a large scale. We have designed a process developmental manufacturing plan to procure therapeutic EV’s from BM MSCs (Fig. 1A–I). Human MSCs derived BM are isolated (Fig. 1A) and expanded to generate a MSC master cell bank (MCB) (Fig. 1B) and working cell bank (WCB) (Fig. 1C). For EV isolation, the WCB is expanded in flasks in suitable xenogeneic media (Fig. 1D), seeded into a bioreactor (Fig. 1E) and cell growth is monitored by determining glucose and lactate levels. The growth media exchanged with a clinical-grade SFM with a priming agent such as LPS and at 24-h intervals (24H, 48H, 72H, 96H), the conditioned medium is collected and EVs purified by differential UC [26] (Fig. 1F). The EV pellets are re-suspended, filter sterilized (0.22 um) (Fig. 1G) and assayed for physical identity (particle size range, concentration, and protein), aliquoted at an appropriate working particle concentration and stored at − 80 °C (Fig. 1H). EVs can be tested for potency by determining their ability of the EVs to educate cells ex vivo (Fig. 1I) and/or using an in vivo bioassay for efficacy in an animal model.

**Fig. 1:**
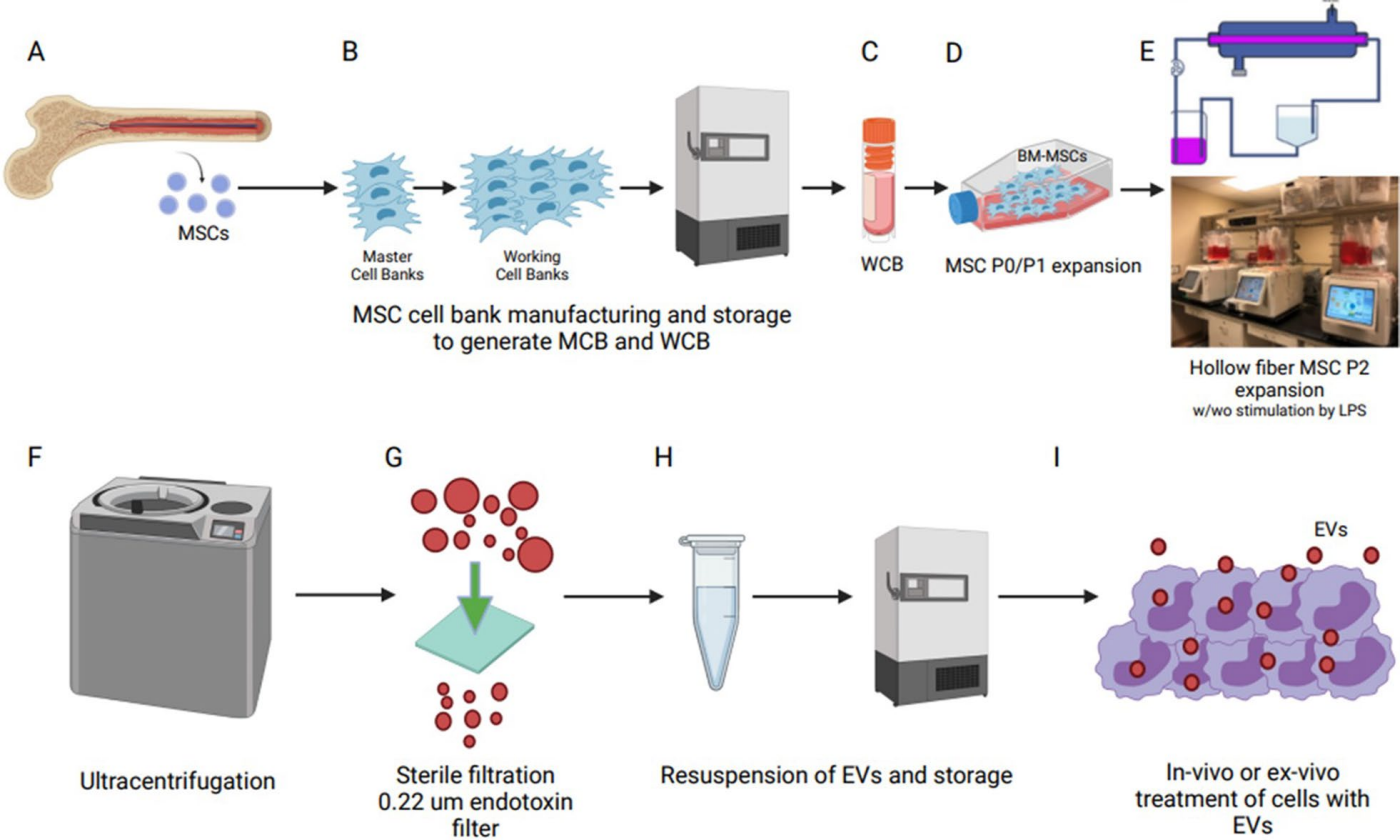
Proposed GMP manufacturing platform for MSC-EV production. **A** Mesenchymal stromal cells (MSCs) isolated from bone marrow (BM) should be characterized and qualified before **B** making a master cell bank (MCB), **C** followed by an expansion to generate multiple working cell banks (WCB). **D** Early expansion in flasks (Passage P0–P1) is followed by **E** expansion in a closed system bioreactor (P2) in serum free media. **F** EVs may be isolated directly with differential ultracentrifugation steps or concentrated beforehand using tangential flow filtration (TFF). **G** Resuspension of the EV pellet followed by sterile filtration (0.22 u) possibly with endotoxin removing capability. **H** The final EV testing and monitored storage with a consistent quality control (QC) strategy is needed to fulfill regulatory requirements for product release for **I** in vivo or ex vivo clinical testing. *Created with Biorender.com*

### RNA-seq of EVs

RNA-seq was performed on flask-scale EVs isolated from six human MSCs isolates (F_1 to F_6) and LPS-EVs from subset of 3 MSC isolates (LPS-F_1 to LPSF_3) of that group. RNA-seq was also performed on three technical replicates of the bioreactor-scale EVs (96H Bioreactor) from MSCs (isolate B). RNA-seq was performed by Systems Biosciences (Palo Alto, CA USA). Briefly, total RNA isolation was performed using the SeraMir Exosome RNA Purification Column kit (System Biosciences) and small RNA libraries were constructed with the CleanTag Small RNA Library Preparation Kit (TriLink,Biotechnologies, San Diego, CA, USA). RNA products underwent a Q/C process to ensure the cDNA products were ~ 300 nucleotides (nt) containing ~ 150nt of the RNA + 120 bp of the adaptors used to prepare libraries. The final purified library was quantified with High Sensitivity DNA Reagents and High Sensitivity DNA Chips (Agilent Technologies, Santa Clara, CA, USA). The libraries were pooled, and the 140 bp to 300 bp region was size selected on an 8% TBE gel (Invitrogen Life Technologies, Carlsbad CA, USA). The size selected library was quantified with High Sensitivity DNA 1000 Screen Tape High Sensitivity D1000 reagents (Agilent Technologies), and the TailorMix HT1 qPCR assay (SeqMatic,Fremont, CA, USA), followed by a NextSeq High Output single-end sequencing run at SR75 using NextSeq 500/550 High Output v2 kit (Illumina, San Diego, CA, USA). Small RNA concentration was performed using by Agilent Bioanalyzer Small RNA Assay using Bioanalyzer 2100 Expert instrument (Agilent Technologies).

### Characterization of the EVs and LPS-EVs

Size distribution and concentration of flask (24H Flask and 24H + LPS Flask from MSC isolates F_1 to F_6) and bioreactor particles (24H, 48H, 72H and 96H Bioreactor and 24H + LPS Bioreactor form MSC isolate B) were determined using a Nanosight NS300 instrument (Malvern Panalytical, Malvern, UK) using NTA 3.3 Dev Build 3.3.104 software and with an IZON qNano Nanoparticle Characterization instrument (IZON, Medford, MA, USA) performed by Zen-Bio Inc, (Research Triangle Park, NC, USA). Both instruments were found to give similar results. Total protein concentration as a measure of purity of EVs and LPS-EVs produced at the flask scale and bioreactor scale was also determined using NanoDrop spectrophotometer (Thermo-Fisher, Waltham, MA, USA) by Zenbio Inc, and the Bradford assay (Biorad, Hercules, CA) with BSA standards [26]. Electron microcopy on the flask EVs of several isolates performed for visual conformation has been reported [10].

### Surface marker analysis of EVs and LPS-EVs by MACSPlex flow cytometry

Surface marker profile of flask EVs and flask LPS-EVs (from two MSC isolates (F_1, 2) and the bioreactor EVs (96H-Bioreactor) and bioreactor LPS-EVs (24H + LPS Bioreactor) from MSC isolate B were determined by flow-cytometry using the MACSPlex Exosome Kit (Miltenyi Biotec, Bergisch Gladbach, Germany) which can detect 37 EV surface markers for CD105, CD11c, CD133/1, CD14, CD142, CD146, CD19, CD1c, CD2, CD20, CD209, CD24, CD25, CD29, CD3, CD31, CD326, CD4, CD40, CD41b, CD42a, CD44, CD45, CD49e, CD56, CD62P, CD63, CD69, CD8, CD81, CD86, CD9, HLA-ABC, HLA-DRDPDQ, MCSP, ROR1 and SSEA-4. This semi-quantitative assay was performed according to the manufacturer’s protocol as described [11] using a Miltenyi MACSQuant Analyzer 10 for sample acquisition and MACSQuantify Software for data analysis. The median fluorescent intensities for each surface marker were determined after subtracting fluorescent values from the respective isotype control, and values of 1.0 or more were considered positive.

### Isolation of primary human monocytes

Three human monocytes isolates were derived from peripheral blood from granulocyte colony stimulating factor (G-CSF) mobilized healthy donors as described [11] using an institutional review board (IRB)-approved protocol (2016–0298). Briefly, peripheral blood mononuclear cells (PBMCs) were first isolated using Ficoll-Paque Plus (endotoxin tested) (GE Healthcare Biosciences, Piscataway, NJ, USA) by density gradient separation. After washing with PBS (Hyclone), monocytes were isolated using anti-human CD14 microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany) on an AutoMACS Pro Separator instrument (Miltenyi Biotec) as directed by the manufacturer. Cells were then aliquoted and stored in liquid nitrogen.

### Education of monocytes using EVs and LPS-EVs produced at both scales

Cryopreserved human monocytes were thawed and placed in cultivation media consisting of Iscove's modified Dulbecco's media (Gibco) supplemented with 10% human AB serum (Valley Biomedical, Winchester, VA, USA), 100 × MEM nonessential amino acids (Mediatech, Manssas VA, USA), 100 × sodium pyruvate (Mediatech),4 ug/mL human recombinant insulin (Life Technologies, Grand Island, NY, USA). For in vitro flow cytometry or qPCR studies, monocytes were plated into six-well culture plates at 1.6 × 10^6^ per well. For in vivo studies, 10^7^ cells were seeded into T-75 cm^2^ filter cap cell culture flask (Greiner Bio-One, Monroe, NC, USA). Briefly, monocytes were treated with PBS (control monocytes), EVs or LPS-EVs from flasks (F_1 isolate) or from the bioreactor (96H and 24H + LPS Bioreactor) at 5 × 10^9^ particles per 1 × 10^7^ monocytes and incubated at 37 °C with 5% CO_2_ for 18–24 h as described [11]. Monocytes educated with EVs from flasks or bioreactor were designated as flask or bioreactor EV educated monocytes (EEMos), while monocytes educated with flask or bioreactor LPS-EVs were designated as flask or bioreactor LPS-EV educated monocytes (LPS-EEMos).

### Gene expression analysis of EEMos and LPS-EEMos

Gene expression studies on synthesized cDNA (Verso, Thermo Scientific, Pittsburgh PA, USA) of RNA purified from 3 monocyte isolates educated with flasks or bioreactor EVs and LPS-EVs by SYBR Green based qPCR (Applied Biosystems, Waltham, MA, USA) as described [11]. Verified primers sets from Qiagen (Valencia, CA, USA) used were indoleamine 2,3-dioxygenase (IDO), interleukin (IL)-6, IL-8, IL-7, IL-10, IL-12, IL-15, and fibroblast growth factor-2 (FGF2). The comparative threshold cycle method (Ct) was used to calculate the mRNA levels and Ct values for the genes of interest and the glyceraldehyde 3-phosphate dehydrogenase (GAPDH) housekeeping gene (using GAPDH primer sets) were determined. Differences in the delta Ct (delta-delta Ct) of genes in EEMos and LPS EEMos were normalized to uneducated monocyte controls set at 1.0.

### Flow cytometric analysis of monocytes

The detection of cell surface markers of monocyte controls (uneducated), flask or bioreactor EEMos and LPS-EEMos were determined by flow cytometry as described [10, 11]. All antibodies were purchased from BioLegend (San Diego, CA) CD206: (15–2, cat# 321,105), CD163: (GHI/61, cat# 333,617), PD-L1: (29E.2A3, cat# 329,721), PD-L2: (24F.10C12, cat# 329,608), CD14: (HCD14, cat# 325,627), CD16: (3G8, cat# 302,025), HLA-DR: (L243, cat# 307,639), CD73: (TY/11.8, cat# 127,223), and CD86: (IT2.2, cat# 305,431). After a 20-min staining, monocytes were washed with PBS (Hyclone), then treated with Ghost Dye™ Red 780 viability dye (Tonbo Biosciences, San Diego, CA), cat# 13–0865). Stained cells were washed, assayed on an Attune™ NXT flow cytometer (Thermo Fisher Scientific) and analyzed using Flowjo™ 9.96 software (BD Biosciences, San Diego, CA).

### In vivo potency ARS model

A lethal xenogeneic ARS mouse model was performed as described [10] using NOD scid γc^−/−^ (NSG) mice (NOD.Cg-*Prkdc*^*scid*^* Il2rg*^*tm1Wjl*^/SzJ) purchased from The Jackson Laboratory, (Bar Harbor, Maine, USA). Both male and female mice between 8 and 16 weeks old were used using a protocol approved by the Animal Care and Use Committee at the University of Wisconsin-Madison (M005915). Experimental design adhered to ARRIVE guidelines (Additional file 1). On day 0, mice received a lethal dose of whole-body radiation at 4 Gray (Gy) using an X-RAD 320 X-ray irradiator (Precision X-Ray, North Branford, CT, USA) followed by a single intravenous (tail vein) treatment 4 h later with either PBS (control) or EVs or LPS-EVs from flasks (F_1 isolate) or from the bioreactor (96H and 24H + LPS Bioreactor) using 5 × 10^9^ particles in 100–200 uL PBS (Hyclone). Mice were monitored for survival, weight change and clinical scores at least 5 times a week. A clinical scoring system [30] was used based on the cumulative score of percent weight loss, posture, activity, and fur texture (scored from 0 to 2 for each criterion). Complete blood counts (CBC) in the mice were determined using a Hemavet 950FS analyzer (Drew Scientific Inc., Miami Lakes, FL) before radiation treatment (pre-rad) and on surviving mice at time periods after exposure as described [11].

### Statistical analysis

Statistics were performed using GraphPad Prism version 8.0 (GraphPad Software, San Diego, CA). Data were reported as mean ± SEM. Statistical significance for comparison particle size means, modes, yields and surface markers for EVs and LPS-EVs was determined using Welch t-test of unequal variances. Gene expression and flow-cytometry were compared using an ordinary one-way analysis of variance or Kruskal–Wallis test with the Dunn multiple-comparisons post-test. The statistical significance of clinical scores, weight changes and CBC comparison for the ARS model was determined using multiple t-test using the Holm-Sidak method. Mantel-Cox log-rank test was used for the comparison of the Kaplan–Meier survival curves. A *p* value less than 0.05 was considered statistically significant for all tests. For RNA seq analysis two gene sets comparison between flasks and bioreactor were identified as significantly different after meeting a significance threshold of FDR < 5%.

### Bioinformatics analysis of EV RNA-seq data

All the RNA-seq sequence data of EVs produced at the flask and bioreactor scale were processed through a consistent bioinformatics pipeline using the Exosome Small RNA-seq Analysis kit, (Maverix Biomics, Los Altos, CA, USA) a quality control and preprocessing software. Data quality was assessed using FASTQC [http://www.bioinformatics.babraham.ac.uk/projects/fastqc/] which is followed by read trimming and filtering using FastQMcf [http://code.google.com/p/ea-utils] and PRINSEQ [31]. Quality-filtered reads were mapped to the reference genome using Bowtie [32] and then analyzed using SAMtools [33] and Picard [http://picard.sourceforge.net]. The transformed data met Pearson correlation assumptions of linearity/ normality therefore this analysis was performed to assess the similarity of cargo (mi-RNA and protein transcripts) between EVs produced in the flasks and bioreactor. A calculated Pearson correlation coefficient ® value of 1.0 indicated 100% correlation between two EV samples. The square of R × 100 converts to R to % similarity (e.g., R = 0.9 converts to 81% similarity). Heatmaps were constructed comparing the most abundant mi-RNA and mRNA cargo of the EVs produced in the flask versus the bioreactor after applying DESeq2’s variance stabilizing transformation (VST) to the raw expression data reducing background and variability across a large range of expression values [34]. Differential expression (DE) analysis was performed using DESeq2 to identify significant differences in mi-RNA and protein transcripts of EVs produced at both scales [35]. Pathway enrichment analysis was performed using GSEA 4.1.0 [36, 37] on the size-factor normalized expression values of the 2,449 miRNA and proteins identified as differentially expressed using gene set databases obtained from MSigDB v7.2 [38, 39]. All parameters were left at their default values with the exception that gene sets instead of phenotypes were permuted due to the small number of replicates in each class [40]. RNA seq data have been deposited at the NCBI GEO under the accession number GSE255642.

## Results

### The physical properties of EVs produced at both scales were similar with significantly greater yields using the bioreactor

To characterize higher numbers and potentially more potent EVs from MSCs for H-ARS in a scaled-up manufacturing process, (Fig. 1) we compared EVs from small scale flask grown MSCs to large scale bioreactor grown MSCs. In addition, given prior reports by our group and others showing that TLR-4 stimulation increases EV production and potency from MSCs [11, 41], we also compared EVs isolated from LPS-primed MSCs to unprimed MSCs. As shown in Fig. 2A, the diameter (mean ± SEM and mode ± SEM) of EVs and LPS-EVs produced in flasks from multiple MSC isolates (24H Flask and 24H + LPS Flask) were reproducible and comparable at means of 146 ± 40 nm and mode 100 ± 23 nm and mean 160 ± 14 nm and mode 105 ± 5 nm, respectively. Likewise, the diameter of EVs produced in the bioreactor collected at 24H, 48H, 72H, and 96H (24H-96H Bioreactor) were all comparable with a combined mean and mode of 182 ± 17 nm and 122 ± 17 nm. The mean and mode of the bioreactor produced LPS-EVs (24H + LPS) were also similar of 151 nm and 104 nm (Fig. 2A). Particle yields (mean ± SEM) based on cell number between EVs and LPS-EVs from flasks were comparable at 4.7 × 10 ^8^ ± 3.9 × 10 ^7^ and 3.7 × 10 ^8^ ± 4.4 × 10 ^7^ particles/10 ^5^cells, respectively (Fig. 2B). However, the mean yield of the bioreactor produced EVs was threefold higher (1.4 × 10^9^ ± 2.3 × 10 ^8^ particles/10 ^5^ cells, *P* < 0.05). This yield between the flasks and bioreactor were also similar for the LPS-EVs. When yield based on conditioned media volume was also determined, the bioreactor produced far more concentrated EVs/ mL of conditioned media with up to a 38-fold increase comparing 72H and 96H Bioreactor yields (1.84 × 10 ^10^ ± 1.3 × 10 ^9^ particles/mL of conditioned media, *P* < 0.05) compared to the flask scale (24H flask) (Additional file 1: Fig. S1). This increase was also seen for the bioreactor LPS-EVs (24H + LPS Bioreactor) at 9.3 × 10 ^9^ particles/mL, or a 25.8-fold increase in yield compared to flask scale (24H + LPS Flask). The mean mg protein/ 1 × 10^11^ EV particles detected in EVs (24H-Flask) and LPS-EVs (24H + LPS Flask) from multiple flask scale runs were comparable, with mean values of 0.84 and 1.1 mg protein/ 10^11^ particles, respectively (Fig. 2C). The bioreactor produced EVs (24H-96H-Bioreactor) and LPS-EVs (24H + LPS-Bioreactor) both gave equivalent lower protein levels of 0.3 ± 0.1 mg protein/10 ^11^ particles but contained significantly less protein compared to the respective flask produced EVs. This difference is most likely due to the extra 0.22 μM filtration step performed in the bioreactor process.

**Fig. 2:**
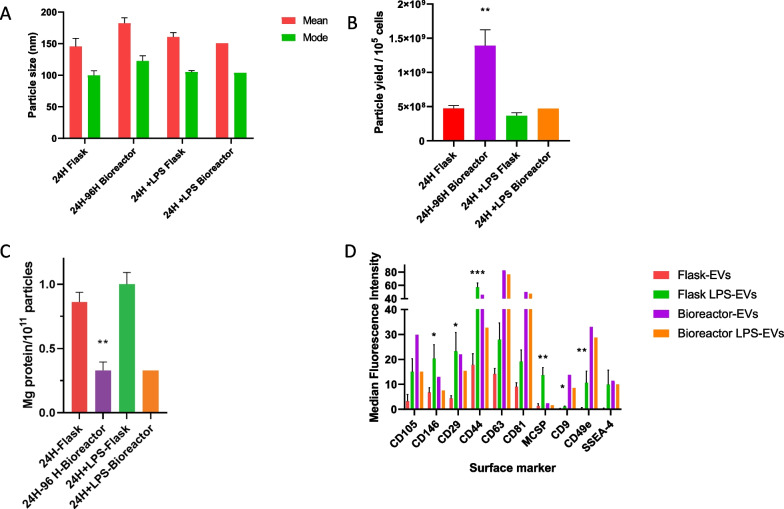
EV and LPS-EV particle size, yield, protein content and surface marker profile from flasks versus bioreactor. **A** Mean and mode (± SEM) of EV particle diameters from multiple flask production runs of EVs from conditioned media collected after 24-h (24H Flask) or after LPS stimulation (24H + LPS Flask) (*N* = 10 biological replicates) compared to EVs produced in multiple a hollow–fiber bioreactor collected after four 24-h cycles (24H-96H Bioreactor (*N* = 4 biological replicates) and after 24-h of LPS stimulation (24H + LPS Bioreactor). Overall, the mean and mode particle diameters of EVs or LPS-EVs between production methods were reproducible and not significantly different from each other. **B** Comparison of mean particle yields per 10 ^5^ cells (± SEM) from conditioned media of multiple flask runs (24H Flask and 24H + LPS Flask), (*N* = 10 biological replicates) bioreactor runs (24H-96H Bioreactor) (*N* = 4 biological replicates) and (24H + LPS Bioreactor) or with LPS stimulation and 24H + LPS Bioreactor). There was a significant (t-test) increase (*p* ≤ 0.05) in yield produced in the bioreactor runs for EVs (24H-96H Bioreactor) compared to the respective flask runs. **C** Mean protein content (± SEM) of flasks (*N* = 10 biological replicates) and bioreactor EVs (*N* = 4 biological replicates) or LPS-EVs based on mg protein / 10^11^ EV particles. The EVs of the 24H-Flask production runs had significantly more protein/ 10^11^ particles compared to the 24H-96H-Bioreactor (t-test ** *p* < 0.005). **D** Characterization of surface markers (mean (± SEM)) present on EVs (24H Flask) or LPS-EVs produced in flasks from multiple runs from MSC F1 and F2 MSC isolates (*N* = 2 biological replicates preformed in duplicate) and bioreactor MSC isolate (96H Bioreactor and 24H + LPS Bioreactor) from MSC isolate B as determined by MACSPlex flow cytometry. The EVs were stained with 37 different bead surface marker populations and compared by mean fluorescence intensity. The same set of surface markers were expressed in both EVs and LPS-EVs produced at both scales. However, when the expression levels in flask EVs and flask LPS-EVs were compared by Kruskal–Wallis with a Dunn post-test and several surface markers (CD146, CD29, CD44, MCSP, CD9 and CD49e) were found to be higher in the flask, *p ≤ 0.05, **p ≤ 0.005, ***p ≤ 0.0005

When EV and LPS-EVs produced in both flasks or bioreactor were assayed for thirty-seven known surface markers by MACSPlex flow cytometry, the identities of both sets were the same, each displaying the same set of ten markers (CD105, CD146, CD29, CD44, CD63, CD81, MSCP, CD9, CD49e and SSEA-4). When comparing the expression levels of these markers between flask LPS EVs and flask EVs there was a significant increase in expression in six markers (CD146, CD29, CD44, MSCP, CD9 and CD49e) in the former (Fig. 2D). These differences were not observed between the EV or LPS-EVs produced in the bioreactor.

### RNA-seq analysis identified differences between EVs produced at each scale.

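Small RNA libraries were sequenced from EVs of 6 MSC isolates grown in flasks, collected after 24 h, and from 96 h bioreactor EVs of 1 MSC isolate, for which 3 technical replicates were made. MSCs are stromal cells of the bone marrow, and EVs are the membrane vesicles they release. The authors trimmed and filtered the reads, mapped them with Bowtie and deposited the counts per feature, without normalization. The table holds 65637 features, among them genes, tRNAs, rRNA copies, piRNAs, 394 mature miRNAs and 369 miRNA hairpins. Many reads entered the table more than once, since 2666 of its features repeat the 9 counts of an earlier feature and gene rows include the counts of small RNA genes inside them. The totals are therefore sums over features and exceed the number of reads. They ranged from 45505731 to 186998569 in the 6 flask EV libraries, with a median of 121981104. The bioreactor EV libraries had totals of 86345666, 140735022 and 111022821. The 100 highest features held between 73.3% and 90.7% of the total in flask EVs and between 86.8% and 89.2% in bioreactor EVs. Mature miRNAs received between 278175 and 478485 counts per flask EV library and between 118669 and 162743 per bioreactor EV library. From the counts, features were compared between the groups with edgeR's quasi-likelihood test after TMM normalization, over the 47566 features that passed edgeR's expression filter. The TMM factors ranged from 0.536 to 3.06, so that the choice of scaling could move the fold changes. The 3 bioreactor libraries come from 1 isolate, and their spread holds no difference between donors. The series text deposited with the data gives the names of these 3 libraries to LPS-EVs of flask isolates, while their own sample labels and the paper give them as bioreactor EVs, which was followed.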

High-quality exosome RNA-seq libraries were successfully generated from flask EVs of six MSC isolates (F_1-F_6) and three bioreactor EVs of one MSC isolate (B_1 to B_3). RNA-seq libraries from flask LPS-EVs of three MSC isolates (LPS-F_1 to LPS-F_3) was also generated, but unfortunately the quantity of RNA transcripts from flask LPS-EVs were unacceptably low, so we focused our analysis on comparing the RNA-seq data on the EVs generated at both scales. 

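Features annotated as tRNA held between 49.9% and 67.3% of the counts in the 6 flask EV libraries and between 54.6% and 56.8% in the 3 bioreactor EV libraries. Copies of 5S rRNA, the smallest RNA of the large ribosomal subunit, held between 0.894% and 3.81% of the counts in flask EVs. In bioreactor EVs their share was between 10.5% and 12.7%, above every flask EV library. The share of mature miRNAs was between 0.166% and 0.829% in flask EVs and between 0.116% and 0.137% in bioreactor EVs, again without overlap. Features that repeat an earlier feature's counts held 9.77% to 17.4% of the flask EV totals. In bioreactor EVs they held 26.8% to 29.1%, so multiple counting enters these shares unequally.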

A heat map of the 100 most abundant mRNAs transcripts (Fig. 3A) and mi-RNA (Fig. 3B) between six MSC isolates (F_1 to F_6) from flasks and the bioreactor (B_1 to B_3) indicated the RNAs between these sets were largely comparable. Since the RNA from EVs from the bioreactor (B_1 to B_3) were technical replicates, they showed stronger similarity within RNA types. 

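The spread between libraries of one group was estimated by edgeR as a coefficient of variation shared by the features. Over the 47566 tested features it was 29.5% among the 3 bioreactor EV libraries and 49.2% among the 6 flask EV libraries. For the 214 tested mature miRNAs it was 27.7% among bioreactor EVs and 57.4% among flask EVs. The median chi-square per feature between 2 libraries, each scaled by its TMM-adjusted total, was 1.42 between B_2 and B_3, 2.12 between B_1 and B_2 and 1.98 between B_1 and B_3. Between flask isolates it was 2.74 to 6.99. Sampling of independent molecules would place it at 0.455, but reads that are amplified and counted at several features are not independent, so values above it are not by themselves a sign of technical differences.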

The most abundant RNA transcripts within EVs generated at both small and large scales included: protein VAC14 homolog (VAC 14), Src homology 2 domain containing F (SHF), WD repeat containing protein (WDR33), and Ectodysplasin A (EDA), which all by pathway enrichment analysis mapped to intracellular signaling functions [40]. 

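The rows named VAC14, SHF, WDR33 and EDA were compared with the small RNA genes that lie inside these genes on the counted strand. VAC14 lies on chromosome 16 from 70721342 to 70835061 in the deposited coordinates, whose genome build the paper's text does not name. Its row held 40312813 counts over the 9 libraries, of which 100.0% equalled the counts of 2 tRNA-Gly genes inside it. The row counting the opposite strand of VAC14 held 40332303. SHF, on chromosome 15 from 45459412 to 45493373, held 1997923 counts, and 2 tRNA-His genes inside it accounted for 100.0% of them. For WDR33, on chromosome 2 from 128461808 to 128568761, a Y RNA gene inside it accounted for 99.9% of 996394 counts. For EDA, on chromosome X from 68835911 to 69259321, small RNA genes, chiefly a 5S rRNA copy, accounted for 95.8% of 417569 counts. Ranked by mean variance-stabilized value over all libraries, among features of every kind, VAC14 was at place 3, SHF at 67, WDR33 at 96 and EDA at 150. These are not places among mRNA transcripts alone, which the paper's heat map shows. VAC14 had 40771 ± 24215 CPM, TMM-scaled (SD, n = 6) in flask EVs and 48446 ± 12928 (SD, n = 3) in bioreactor EVs. None of these rows differed between the groups, with adjusted p-values of 0.92 for VAC14, 0.293 for SHF, 0.77 for WDR33 and 0.607 for EDA from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of EDA, 0.70, turned to -0.11 without flask replicate 2. That of SHF was -2.92 without the same library and then passed the threshold. With library totals as the only scaling SHF also passed, and the log2 fold changes of VAC14 and WDR33, -0.25 and -0.40, turned to 0.16 and 0.0063.

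**Figure D1:**
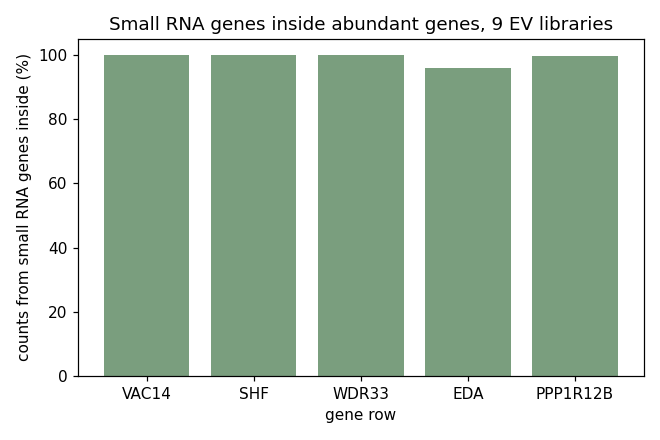
Share of each gene row's counts, summed over the 9 libraries, that equals the counts of small RNA genes inside the gene on the counted strand (vertical axis, percent). The bars of VAC14, SHF, WDR33, EDA and PPP1R12B lie between 95.8% and 100.0%.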

The most abundant mi-RNAs within EVs generated at both small and large scales included let-7 (a, b, i)/ miR-26 (both involved in the differentiation of cells), miR-21/ miR-143 (both tumor regulators), miR-221(angiogenesis), miR-199 (tissue formation), and protein phosphatase 1 regulatory subunit 12B (PPP1R12B) (a protein phosphorylase regulator).

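Among the mature miRNAs, let-7b-5p ranked at place 1 in both groups by mean variance-stabilized value. In flask EVs, let-7a-5p was at place 2, let-7i-5p at 3, miR-21-5p at 4, miR-143-3p at 5, miR-221-3p at 6, miR-199a-3p at 8 and miR-26a-5p at 10. In bioreactor EVs, miR-21-5p was at place 2, miR-199a-3p at 3, let-7a-5p at 5, miR-26a-5p at 6, let-7i-5p at 7, miR-143-3p at 9 and miR-221-3p at 10. The counts of miR-199a-3p equal those of miR-199b-3p in every library, so the 2 cannot be separated. Levels of miR-21-5p were 194 ± 132 CPM (SD, n = 6) in flask EVs and 173 ± 32.2 (SD, n = 3) in bioreactor EVs, a difference within the spread (adjusted p = 0.889 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By library totals the log2 fold changes of miR-26a-5p and miR-199a-3p, -0.28 and -0.61, turned to 0.57 and 0.14. With the miRNA features scaled and tested alone, that of miR-199a-3p was -0.69 and passed the threshold. That of miR-21-5p, 0.17, turned to -0.012 in the same setting, and to -0.17 without flask replicate 5. Adjusted p-values of the edgeR test were 0.723 for miR-26a-5p and 0.436 for miR-199a-3p. The row of PPP1R12B, on chromosome 1 from 202317830 to 202557697, held 670918 counts, and a tRNA-Glu gene inside it accounted for 99.6% of them.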

**Fig. 3:**
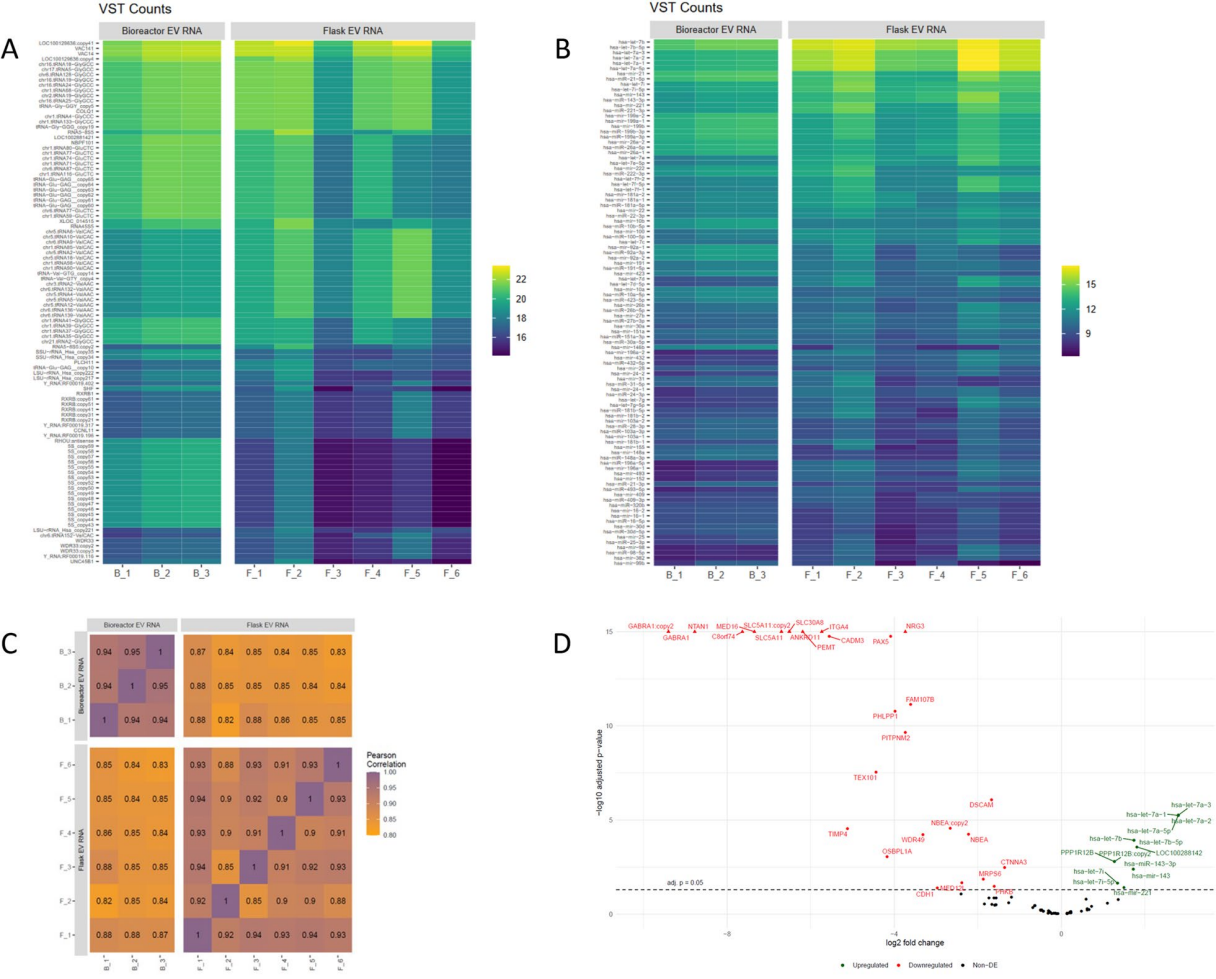
Comparison of the mi-RNA and m-RNA cargo of EVs produced by flask or bioreactor process. RNA-seq was performed on EV produced in flasks from six different MSC isolates (*N* = 6 biological replicates, F_1 to F_6) and in the bioreactor EVs (96H) of one MSC isolate **B** done in triplicate (*N* = 3, technical replicates B_1 to B_3). **A** The heatmap profile after applying variance stabilizing transformation (VST) to reduce background of the 100 most abundant messenger-RNAs and** B** micro-RNA in the flask and bioreactor EVs. **C** Correlation between the RNA-seq data sets was performed using Pearson correlation analysis, where the correlation coefficient (R) value ranges from 1.0 to 0.0, implying complete to no correlation between data sets **D** Volcano plot of significantly upregulated and down-regulated mi-RNA and m-RNA in flask EVs compared to bioreactor EVs

Pearson correlation analysis of the RNA-seq data (Fig. 3C) to globally compare similarity of contents (mRNA transcripts, mi-RNA) within the EVs indicated that F_1 and F_3 and F_5, all showed the best correlation of 0.94 (88% similar), while MSC isolates F_2 to F_3 were less similar with a correlation score of 0.85 (72% similar). 

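Pearson's r was computed over all 65637 features after the variance stabilizing transformation, and describes pairs of libraries across features, which are not independent replicates. F_1 had an r of 0.927 with F_3 and 0.928 with F_5, the highest among the 15 flask pairs. The lowest was 0.864, between F_2 and F_3. The mean over the 15 pairs was 0.907 ± 0.0182 (SD). Squared, as the paper converts r to similarity, the flask pairs ranged from 74.7% to 86.1%.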

The Pearson correlation coefficients of technical replicates (B_1 to B_3) for bioreactor EVs from MSC isolate B, as expected were very similar, with correlation coefficients of 0.94–0.95 (88–90% similarity). 

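The 3 pairs of bioreactor EV libraries had r values of 0.933, 0.932 and 0.939, with a mean of 0.934 ± 0.00375 (SD). Their squares were between 86.8% and 88.1%. With log2(CPM + 1) values in place of the transformation, the setting that moved the mean most, it was 0.975.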

Since this set is comprised of technical replicates of EVs from the same isolate, this coefficient value likely represents the upper limit of between two data sets. In contrast, much lower correlation values, ranging from 0.82 to 0.88 (67–77% similarity), were seen when comparing flask EVs to the bioreactor EVs, indicating larger differences in RNA content exist between EVs generated at small versus large scale.

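Over the 18 pairs of a flask and a bioreactor EV library, r was between 0.840, for F_6 with B_3, and 0.884, for F_1 with B_1, with a mean of 0.859 ± 0.0126 (SD). The flask pairs exceeded these pairs by 0.0476 on average. None of the other splits of the 9 libraries into 6 and 3 gave as large a difference (one-sided exact permutation test, p = 0.0119, the smallest that the 84 splits allow). This p-value takes the 3 technical replicates of 1 isolate as separate libraries, and 1 bioreactor sample against 6 isolates could not go below a one-sided 0.143. The lowest flask pair, F_2 with F_3, lay within the range of the pairs between groups. From the lower values between groups the paper concludes that RNA content differs more between EVs of small and large scale.

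**Figure D2:**
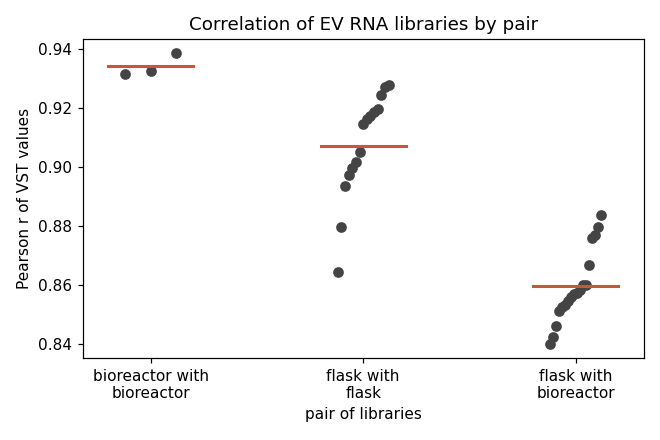
Pearson's r of variance-stabilized values for each pair of libraries (vertical axis), with 1 point per pair and a line at the mean. The 3 bioreactor pairs lie above all 15 flask pairs, and the 18 pairs between groups reach 0.884.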

Differential expression (DE) analysis, comparing the 100 most abundant transcripts and mi-RNAs of the grouped flask to bioreactor EVs, indicated the flask EVs showed significant increases in let-7 family miRNAs (2.5-fold more), mir-143 and mir-221 as well as PPP1R12B (Fig. 3D). 

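The 7 mature let-7 5p features were summed in each library. The sum was 1948 ± 1031 CPM (SD, n = 6) in flask EVs and 478.1 ± 97.0 (SD, n = 3) in bioreactor EVs, a 4.07-fold difference. The paper's 2.5-fold is lower, but its text does not say how the family value was formed, so the measures may differ. All 6 flask EV libraries lay above the 3 bioreactor EV libraries (two-sided exact permutation test, p = 0.0238, the smallest that 84 splits allow). This rests on counting the 3 technical replicates as separate libraries, since with 1 bioreactor sample the smallest two-sided p would be 0.286. As a share of all mature miRNA counts, the setting that moved it most, the fold was 2.13, and by library totals it was 7.06. All 7 members were higher in flask EVs. With p-values adjusted over the list alone 7 passed 0.05, and over all tested features 3 did, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of let-7a-5p was 2.82 (standard error 0.75, adjusted p = 0.0304 from the same edgeR test), and it lost its call without flask replicate 1 and without each bioreactor replicate. For let-7b-5p it was 1.76 (standard error 0.60, adjusted p = 0.0809 from edgeR) and for let-7i-5p 1.37 (standard error 0.54, adjusted p = 0.121 from edgeR). Levels of miR-143-3p were 175 ± 121 CPM (SD, n = 6) against 52.3 ± 12.6 (SD, n = 3), with a log2 fold change of 1.75 and an adjusted p of 0.0731 from edgeR. The mir-221 hairpin had a log2 fold change of 1.53 and an adjusted p of 0.137 from edgeR, and PPP1R12B, most of whose counts equal those of the tRNA gene inside it, 1.29 and 0.15. DESeq2 called let-7b-5p, let-7i-5p, miR-143-3p, mir-221 and PPP1R12B at an adjusted p under its threshold of 0.05, with log2 fold changes of 1.72, 1.33, 1.71, 1.48 and 1.25.

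**Figure D3:**
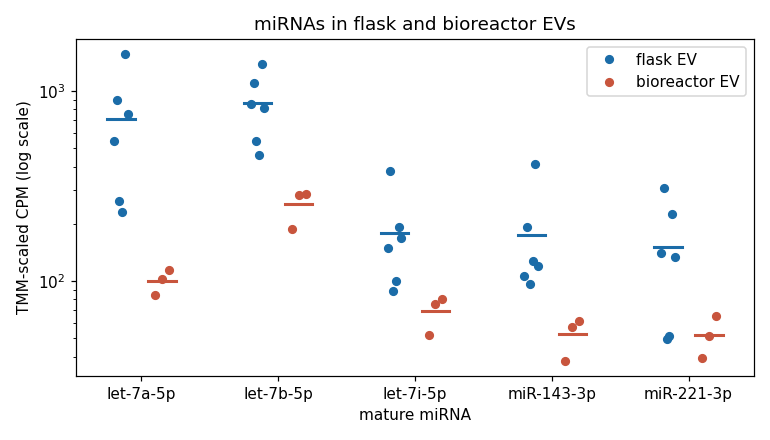
TMM-scaled CPM (log axis) of 5 mature miRNAs, with 1 point per library and a line at each group's mean for the 6 flask and 3 bioreactor EV libraries. The flask EV points of let-7a-5p, let-7b-5p, let-7i-5p and miR-143-3p lie above the bioreactor EV points, and those of miR-221-3p overlap with them.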

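ITGA4, on chromosome 2 from 182321619 to 182402468 in the deposited coordinates, had 1.07 ± 0.497 CPM (SD, n = 6) in flask EVs and 56.9 ± 17.7 (SD, n = 3) in bioreactor EVs. Its log2 fold change was -5.72 (standard error 0.44, adjusted p = 6.22e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DSCAM, on chromosome 21 from 41384343 to 42219039, had a log2 fold change of -1.65 (standard error 0.34, adjusted p = 0.00762 from the same edgeR test). It was -1.56 without bioreactor replicate 3 and -0.71 by library totals, and passed the threshold in neither. No small RNA gene of the table lies inside ITGA4 or DSCAM on the counted strand. CTNNA3, on chromosome 10 from 67679725 to 69455949, had a log2 fold change of -1.33 and an adjusted p of 0.0571 from edgeR, and an LSU-rRNA copy inside it held 44.2% of its counts. CDH1, on chromosome 16 from 68771195 to 68869444, had 77.8 ± 113 CPM (SD, n = 6) in flask EVs and 588.7 ± 423 (SD, n = 3) in bioreactor EVs. Its log2 fold change was -2.92 (standard error 0.93, adjusted p = 0.0624 from edgeR). Without flask replicate 2 it was -4.19 and passed the threshold. A 5S rRNA copy inside CDH1, from 68776382 to 68776476, held 99.3% of the 182030 counts of its row. DESeq2 called both CTNNA3 and CDH1, with log2 fold changes of -1.37 and -2.98.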

A large mix of RNAs were also significantly downregulated in flask EVs compared to bioreactor EVs; many of which possessed seemingly unrelated functions, although several transcripts such as ITGA 4 (integrin alpha 4), DSCAM (DS Cell Adhesion Molecule), CTNNA3 (Catenin Alpha 3) and CDH1 (cadherin 1) encode proteins specifically involved in cell–cell adhesion. 

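Of the 47566 tested features, 1900 were higher and 3144 lower in flask EVs than in bioreactor EVs, at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Together they were 5044 features with 4830 distinct sets of counts. With the bioreactor libraries summed into 1 sample, 36.5% of the tested features lay outside the range of the 6 flask isolates, where chance gives 28.6%. The same share for a flask isolate against the other 5 was 45.9% for F_2, where chance gives 33.3%. For the remaining flask isolates it was between 19.2%, for F_1, and 35.8%, for F_5. DESeq2 on the same features called 3690 higher and 4209 lower. With the bioreactor libraries summed into 1, which leaves a single isolate without replicates, edgeR called 59 higher and 816 lower. By library totals it called 1508 higher and 571 lower, and this scaling moved the median log2 fold change of the features from 0.12 to 1.04.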

To quantitate global differences between the flask and bioreactor EVs, we found that 7715 transcripts and mi-RNA were differentially expressed, and of these, 3624 (~ 5.5%) were upregulated while 4091 (~ 6.2%) were downregulated in the flask EV groups. Out of 9247 gene sets, 2835 were upregulated in flask EVs while 6412 were upregulated in bioreactor EVs.

### LPS-EVs produced at both scales reproducibly generated alternative activated monocytes

Beyond comparing EV size, surface marker profile, and RNA content, we next wanted to measure in vitro potency by assessing their ability to educate monocytes. In our experience, exosome educated monocytes (EEMos) have a unique gene expression profile and protein cell surface immunophenotype. LPS-EVs generated from both small and large scales produced LPS-EEMos with a similar gene expression profile. Compared to control monocytes, IL-6 was found to be significantly elevated (approximately 5000-fold) (Fig. 4A) with significant increases in IL-8, IDO, FGF-2, IL-7, IL-10, and IL-15 gene expression also noted (Figs. 4B–C) in EEMos generated from flask and bioreactor LPS-EVs. Except for IL-12, which was significantly higher in only LPS-EEMos generated from the bioreactor, the gene expression profile of the LPS-EEMos using either flask or bioreactor LPS-EVs were not significantly different from each other. Using flask EVs, the gene expression profile of the flask-EEMos showed some similarities to the LPS-EEMos, with lower increases in IL-6 and IDO, but was also unique with lower expression of IL-10 and IL-15. In contrast, the profile in the bioreactor EEMos using the bioreactor EVs were quite different from the other groups, with no significant change in expression except for IL-15 when compared to the control monocytes (Fig. 4A–C).

**Fig. 4:**
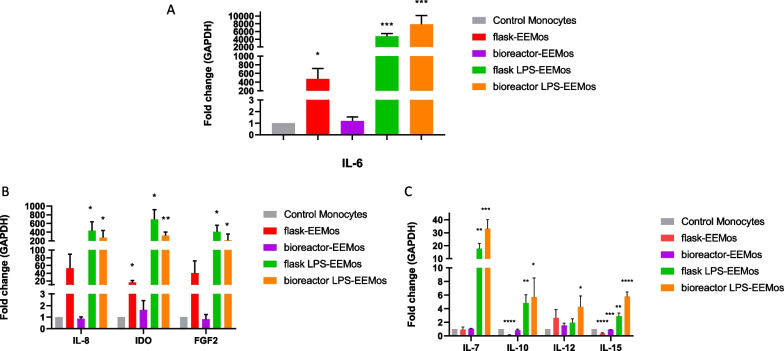
Gene expression of monocytes educated with EV or LPS-EV produced by flask or bioreactor process. Monocytes from 3 isolates were educated with flask (F_1) or bioreactor (B_1) produced EVs or LPS-EVs flask to generate flask EEMos, flask LPS-EEMos, bioreactor EEMos, or bioreactor LPS-EEMos After education, monocytes were collected, RNA isolated and analyzed by RT-PCR for gene expression (*N* = 3 to 6 biological replicates for each isolate). The fold-change of gene expression (± SEM) normalized to a GAPDH housekeeping gene and compared to untreated control monocytes **A** IL-6, **B** IL-8, IDO, FGF2 and **C** IL-7, IL-10, IL-12, and IL-15. Groups compared by Kruskal–Wallis with a Dunn’s post-test, *p < / = 0.05, ** *p* < / = 0.005, *** *p* < / = 0.0005 **** *p* < / = 0.0001

The proteomic cell surface marker profile of monocytes educated by EVs or LPS-EVs at both small and large scales indicated that LPS-EEMos using flask or bioreactor LPS-EVs were comparable (Fig. 5); both showed significant increases in the immunomodulating marker, PD-L1, the M2 marker, CD163, along with significant decreases in pro-inflammatory markers, CD16 and CD86 (Fig. 5A–B) compared to control monocytes. There were also some differences; LPS-EEMos generated by large scale bioreactor showed significant increases in the M1 marker HLA-DR, and M2 markers CD163 and CD206 compared to LPS-EEMos generated by small scale flasks. Interestingly, compared to all other groups, the EEMos generated by flasks uniquely expressed significantly higher M2 markers, especially CD73 and CD206 (Fig. 5B). Notably, higher levels of CD16, present in control monocytes, was also detected in EEMos generated by bioreactor, in contrast to EEMos generated flasks and LPS-EEMos generated by flasks or bioreactor.

**Fig. 5:**
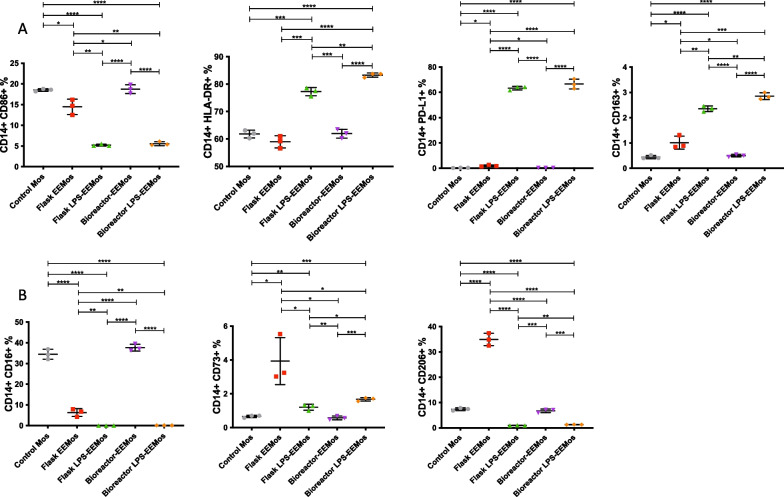
Flow cytometric analysis of human monocytes educated with EVs or LPS-EVs produced by flasks or bioreactor. Monocytes from 3 isolates were educated with flask EVs (24H flask or 24H + LPS flask) from the F_1 MSC isolate, or bioreactor produced EVs (96H Bioreactor or 24H + LPS Bioreactor) from the B MSC isolate to generate flask EEMos, bioreactor EEMos, flask LPS-EEMos or bioreactor LPS-EEMos. Cells were analyzed by flow cytometry (*N* = 3 biological replicates). The percent (%) CD14^+^ cells for each marker (± SEM) is shown **A** CD86, HLA-DR, PD-L1 and CD163 **B** CD16, CD73 and CD206. Groups were compared by Kruskal–Wallis with a Dunn post-test *p < / = 0.05, ** *p* < / = 0.005, *** *p* < / = 0.0005 **** p < / = 0.0001 between groups is designated by bars as compared to control monocytes

### Treatment of lethally irradiated mice with LPS-EVs produced from either scale is effective against H-ARS

As an in vivo potency model, NSG mice were lethally irradiated to generate H-ARS and then treated with vehicle (PBS), EVs from unprimed MSCs generated by flasks or bioreactor, or EVs from LPS-primed MSCs generated by flasks or bioreactor. A single treatment with flask or bioreactor LPS-EVs effectively protected mice against H-ARS by improving overall survival (Fig. 6A), with median survival after treatment with flask or bioreactor LPS-EVs of 45.5 and 42 days, respectively, compared to 9 days for PBS treated controls. Treatment with flask or bioreactor LPS-EVs also significantly improved mean clinical scores between days 10 to 37 (*p* = 0.05 to 0.005) (Fig. 6B). Weight recovery was also notably better in these mice when compared to PBS treated controls (Figs. 6C). While greater than 75% of the mice treated with both LPS-EVs survived by day 35, the protective effect of a single infusion began to wane as both weight loss and clinical scores slowly increased between days 43 and 68 in surviving mice, suggesting potential need for repeated EV infusions. Direct treatment with EVs from unprimed MSCs generated by flasks was less potent but still promoted a significant prolongation of survival, with median survival of 17 days, with some surviving beyond day 40 (Fig. 6A) and modest improvements of clinical scores (Fig. 6B). In contrast, EVs from unprimed MSCs generated by bioreactor did not prolong survival, and like PBS treated controls, with a median survival of 8.5 days and no long-term survivors, improvements in clinical scores or weight gain. One mechanism by which treatment with LPS-EVs generated at both scales, and to a lesser extent, the EVs from unprimed MSCs generated by flask, improved survival was through acceleration of hematologic recovery as measured in peripheral blood (Additional file 1: Table S1). Recovery was not immediate, as early after irradiation (day 5–6), CBCs showed pancytopenia. But during clinical recovery (days 30–31) CBCs from mice treated with LPS-EVs generated at both scales or EVs from unprimed MSCs generated by flasks significantly improved, especially with higher white blood cells and neutrophils returning to pre-irradiation levels (Additional file 1: Table S1). Platelet counts also increased at this time, although interestingly only mice treated with EVs from unprimed MSCs generated by flasks improved to pre-irradiation levels. Since no survivors were present in mice treated with EVs from unprimed MSCs generated by bioreactor or untreated controls after day 9, CBCs could not be tracked in these groups long-term. In summary, LPS-EVs generated by both flasks or bioreactor, and to a lesser extent, EVs from unprimed MSCs generated by flasks, effectively improve hematologic and clinical recovery in mice after H-ARS.

**Fig. 6:**
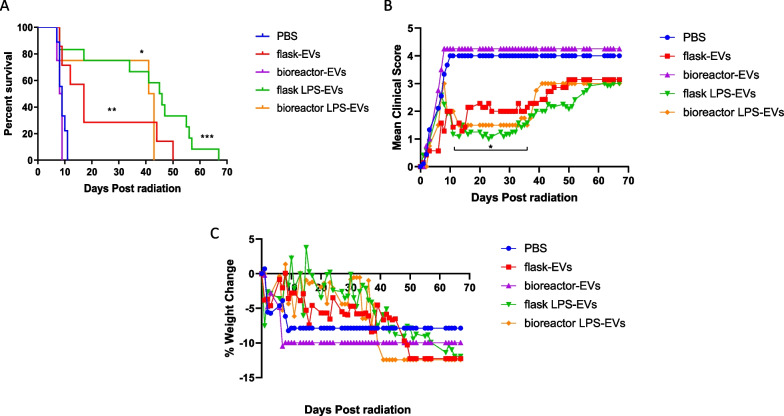
Treatment with EVs or LPS-EVs from flask or bioreactor in mice after lethal ARS. On day 0, NSG mice received 4 Gy of lethal radiation followed by an i.v. treatment 4 h later with vehicle control (PBS), or 5 × 10 ^9^ of flask-EVs, flask LPS-EVs (24H flask or 24H + LPS flask) from the F_1 MSC isolate, bioreactor-EVs, or bioreactor LPS-EVs (96H Bioreactor or 24H + LPS Bioreactor) from the B MSC isolate. Mice were followed for **A** overall survival, **B** clinical scores (percent weight loss, posture, activity, and fur texture) and **C** percent weight change. The final mean percent weight change and clinical score were carried over after death to allow for comparison by Kruskal–Wallis with a Dunn post-test between groups at a given time point. Results pooled from three separate experiments with 4 to 12 mice/group. *p < .05, ***p ≤ .005, ****p ≤ .0001

## Discussion

In this report, we successfully establish a developmental workflow for producing large quantities of EVs from MSCs using a hollow-fiber bioreactor-based system. Importantly this system is reported to be scalable, reproducible, and GMP-compliant for other applications [42, 43]. The key advantages for EV production is that it requires relatively small volumes of media for MSC growth, enabling higher yields of EVs per mL and multiple production cycles can be more performed without subculturing compared to conventional flask formats. A primary disadvantage using a bioreactor is that it is initially a more complex system that requires a high level of skill to expand and maintain adherent cells compared to other cell-culture platforms. Since a large number of cells are grown in very low volumes, the metabolomics for optimal cell growth needs to be understood and carefully monitored to maintain the health of the cells. Plus, since a hollow fiber bioreactor relies on a porous perfusion membrane allowing the passage of nutrients and removal of waste products, any blockage can result in rapid cell death.

The large surface area of a small unit at 2.1 m^2^ (equivalent to 280 T-75 flasks) requires 14-fold less media but supports at least 25-fold more MSCs/mL in the bioreactor (2.5 × 10^6^ cells/ml) compared to flasks (10^5^ cells/mL) of equivalent surface area. This effectively concentrates EVs so more downstream EV purification options are possible, especially the volume restrictive processes like UC or size-exclusion chromatography. Useful target concentrations for production aims for a 10 to 50-fold concentration of conditioned media (personal communications). We are within range at a 38-fold concentration of EVs/mL using the bioreactor process compared to the conventional flask process. While other concentration options are possible, i.e. tangential flow filtration (TFF), they typically add costs, take more time, and through sheer forces can lead to aggregation and loss of EV integrity (unpublished results). Using UC for downstream purification, there are now GMP-compliant continuous flow UC systems capable of handling 40–100 L of media making this approach more compatible for large volumes needed for clinical trials [42, 43]. While ultimately the manufacturing configuration required for mass production depends on the clinical trial, combining a scaled-up version of the bioreactor coupled with newer UC systems may be a cost-effective approach of manufacturing functionally active EVs. Drawbacks of using UC systems include the loss of EV integrity after exposure to high G-forces, especially if multiple rounds of centrifugation are required when washing the EVs.

Differential expression analysis of the RNA-Seq data identified several mi-RNA involved in bio-potency as there was significant upregulation of several micro-RNAs found in the EVs from the flask but not the bioreactor. These included both miR-143 and the let-7 family of mi-RNAs known to post-transcriptionally silence or activate genes involved in innate immunity and can relieve the repression of several immune-modulatory cytokines such as IL-6 and IL-10 [44]. Furthermore, miR-143 mostly known to function as a tumor suppressor can also promote apoptosis of dying cells after radiation exposure [45]. Importantly, let-7 mi-RNAs can specifically down-regulate TLR-4 [46] and induce macrophages into a reparative M2-like state [47]. Intriguingly, a recent report also indicated that LPS priming of MSCs also led to increased expression of let-7b miRNA in the EVs [16]. This group also found LPS-EVs also promoted M2 macrophage activation and were effective at resolving inflammation and healing wounds. Overall, the superior potency seen in the LPS-EVs indicates that future RNA-seq studies may be informative to determine if they also possess elevated levels of these mi-RNAs.

We found that MSC priming with LPS, a TLR4 agonist, enhanced EV reproducibility between scales by eliminating measurable differences in LPS-EVs that were seen in EVs from unprimed MSCs generated at both scales. Informative QC assays for product reproducibility are essential scale-up manufacturing process of EVs. The physical identity assays (particle size and protein) used largely as defined in Minimum Information for the Study of EVs (MISEV) confirmed that EVs from unprimed or LPS-primed MSCs produced in the large-scale bioreactor were generally comparable to the respective “gold standard” set produced in small scale flasks. Of interest, several markers (CD44, CD146, CD29 and CD49) bind extracellular matrix proteins, indicating potential enhanced binding properties of LPS-EVs to damaged tissue. Also, essential to be maintained throughout scale up process, we identified several novel QC assays for EV potency. Both the gene expression profiling and cell surface marker analysis of monocytes educated ex vivo indicated that LPS-EVs generated at both scales were more comparable than EVs from unprimed MSCs. The LPS-EVs at both scales activated monocytes into a similar, radio-protective M2-like phenotype with increased expression of immuno-modulating (IL-6, IDO), anti-inflammatory (IL-10) and tissue remodeling (FGF-2, IL-7) genes. They also displayed an immunomodulating and anti-inflammatory cell surface profile (PD-L1 ^high^, CD163 ^high^, CD16 ^low^, CD86 ^low^). EEMos produced by flask EVs shared some similarities with EEMos produced by LPS-EVs, including high IL-6 expression and CD16 ^low^, but also showed distinct M2-like properties wiith CD73 ^high^, CD206 ^high^. EVs generated by bioreactor led to a more pro-inflammatory phenotype (low IL-6 and CD206 ^low^ CD16 ^high^) in EEMos. Overall, both the source of EVs (unprimed versus LPS-primed MSCs) and production scale influenced the polarization of monocytes after education. While it would have been informative to have isolated bioreactor EVs from multiple biological replicates instead of technical replicates as performed here, at this earlier stage in product development we opted to focus on the scale-up EV process by using one characterized MSC isolate. Moreover, by performing RNA-seq on bioreactor EVs from three technical replicates from a single isolate, we were also able to get a sense of the inherent variability within the RNA-seq library process. Future studies are planned to compare characterized EVs and their yields isolated from multiple MSC isolates using a more developed bioreactor/UC process.

It has been reported that priming in general can promote MSCs to a more homogenous state [48], possibly by muting any unwanted environmental stimuli. Consequently, primed MSCs respond by also producing more homogeneous EVs compared to unprimed MSCs. The utility of LPS priming may be especially important when transitioning from small to large scale manufacturing, by ameliorating any effects component changes such as changes in culture composition (e.g., FBS to hPL) may have during the process. However, given regulatory concerns of safety with potential LPS contamination in the final EV product, there is a need to explore options to reduce LPS contamination levels and/or find less toxic substitutes. The second option is especially attractive since most LPS preparations from bacteria contain low levels of contaminating *E. coli* nucleic acid and using synthetic agents would likely overcome the interference seen when preparing future RNA-seq libraries. Fortunately, there are filtration units designed to remove LPS from the final product or synthetic TLR4 priming agents to minimize unwanted side effects of LPS contamination [49].

The most important QC assay for potency involves the in vivo testing of the EVs in the H-ARS model. Efficacy of LPS-EVs generated by large scale bioreactor was similar to LPS-EVs generated by flasks, as both led to a significant enhancement of survival with improved clinical scores and weight gain in mice after lethal H-ARS. EVs from unprimed MSCs generated by flasks were partially effective in the H-ARS model and matches our recent report showing partial effectiveness of using flask-EVs to educate monocytes [11]. While protection against lethal radiation by LPS-EVs likely occurs in part from stimulating hematologic recovery of leukocytes and vital in preventing secondary infections, we believe that the *endogenous* M2-like education of macrophages/monocytes by EVs in the mouse is key for radioprotection in this model. Whether these EVs can similarly educate human monocytes in vivo, as we observed ex vivo, will have to be explored in humanized mouse models.

## Conclusions

In summary, we describe a GMP-compliant developmental bio-manufacturing process for generating EVs from both unprimed MSCs and LPS-primed MSCs and describe QC assay methods for identity and bio-potency. We found that TLR4 stimulation by LPS priming of MSCs improves both biopotency and reproducibility of EVs when produced at large scale by bioreactor and small scale by flasks. Direct treatment with LPS-EVs are an effective treatment for promoting hematopoiesis in the ARS model. While LPS-EVs is an attractive cell-free “off-the-shelf” therapy it requires further studies using safer and purer TLR-4 agonists, a better understanding of EV cargo and assessment of bio-distribution and impact on human HSCs.

### Supplementary Information

**Additional file 1. Fig. S1: **EV and LPS-EV particle yields per mL of conditioned media from flasks versus bioreactor. The mean particle yield per mL (± SEM) were generated from multiple flask production runs isolated from flasks (24H Flask) and LPS EVs (24H+LPS flask) (*N*=10 biological replicates) from three (F1_F3) MSC isolates. The bioreactor EVs (24H-96H Bioreactor) were generated from multiple production runs (*N*=4 biological replicates) or the bioreactor LPS-EVs (24H+LPS Bioreactor) after one 24-hours of LPS stimulation run from one **B** MSC isolate. There was a significant (t-test) increase (*p* ≤ 0.05) in yield per mL produced in the bioreactor runs for EVs (24H-96H Bioreactor) compared to the respective flask runs. **Table S1. **Effect of EV or LPS-EV Treatment on Complete Blood Counts after in Mice after Lethal Irradiation. Key: n/a = not applicable. * = *p* < 0.05, ** = *p* < 0.01, *** = *p* < 0.001 as compared to pre-radiation (pre-rad control). Mean CBCs ( +/- SEM) after single i.v. treatment of vehicle (PBS), of EVs made in flasks (Flask-EVs) or bioreactor (Bioreactor-EVs) and EVs from LPS-primed MSCs made in flasks (Flask LPS-EVs) or bioreactor (Bioreactor LPS-EVs).

## Data Availability

RNA seq data have been deposited at the NCBI GEO under the accession number GSE255642. The other datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

ARS: Acute radiation syndrome
BM: Bone marrow
CBCs: Complete blood counts
CDH1: Cadherin 1
Ct: Comparative threshold
CTNNA3: Catenin alpha 3
DE: Differential expression
DSCAM: DS cell adhesion molecule
EDA: Ectodysplasin A
EEMos: Unprimed MSC-exosome educated monocytes
EVs: Extracellular vesicles
FBS: Fetal bovine serum
FGF2: Fibroblast growth factor-2
GMP: Good manufacturing practice
G-CSF: Granulocyte colony stimulating factor
GDPDH: Glyceraldehyde 3-phosphate dehydrogenase
Gy: Gray
hPL: Human platelet lysate
HSC: Hematopoietic stem cell
IDO: Indoleamine 2, 3-dioxygenase
IL: Interleukin
IRB: Institutional review board
ITGA 4: Integrin alpha 4
LPS: Lipopolysaccharide
LPS-EEMos: Lipopolysaccharide-primed
LPS-EVs: Lipopolysaccharide extracellular vesicles
MCB: Master cell bank
MEMs: MSC-educated macrophages
MSCs: Mesenchymal stromal cells
miR: MicroRNAs
NSG: NOD-SCIDγc^−/−^
PBMCs: Peripheral blood mononuclear cells
PBS: Phosphate-buffered saline
PCR: Polymerase chain reaction
PD-L1: Programmed death-ligand 1
PPP1R12B: Protein phosphatase 1 regulatory subunit 12B
QC: Quality control
qPCR: Quantitative polymerase chain reaction
RBC: Red blood cell
SFM: Serum-free media
SHF: Src homology 2 domain containing F
RNA-seq: RNA sequencing
TFF: Tangential flow filtration
TLR-4: Toll-like receptor 4
UC: Ultracentrifugation
VAC 14: Protein VAC14 homolog
WBC: White blood cell
WDR33: WD repeat containing protein
WCB: Working cell bank

# Supplementary material for: Large-scale bioreactor production of extracellular vesicles from mesenchymal stromal cells for treatment of acute radiation syndrome
**Source:** Stem Cell Res Ther. 2024 Mar 13;15:72. doi: 10.1186/s13287-024-03688-2
**Supplement:** Supplementary file 1 — Additional file 1. Fig. S1: EV and LPS-EV particle yields per mL of conditioned media from flasks versus bioreactor. The mean particle yield per mL (± SEM) were generated from multiple flask production runs isolated from flasks (24H Flask) and LPS EVs (24H+LPS flask) (N=10 biological replicates) from three (F1_F3) MSC isolates. The bioreactor EVs (24H-96H Bioreactor) were generated from multiple production runs (N=4 biological replicates) or the bioreactor LPS-EVs (24H+LPS Bioreactor) after one 24-hours of LPS stimulation run from one B MSC isolate. There was a significant (t-test) increase (p ≤ 0.05) in yield per mL produced in the bioreactor runs for EVs (24H-96H Bioreactor) compared to the respective flask runs. Table S1. Effect of EV or LPS-EV Treatment on Complete Blood Counts after in Mice after Lethal Irradiation. Key: n/a = not applicable. * = p < 0.05, ** = p < 0.01, *** = p < 0.001 as compared to pre-radiation (pre-rad control). Mean CBCs ( +/- SEM) after single i.v. treatment of vehicle (PBS), of EVs made in flasks (Flask-EVs) or bioreactor (Bioreactor-EVs) and EVs from LPS-primed MSCs made in flasks (Flask LPS-EVs) or bioreactor (Bioreactor LPS-EVs).

Supplemental Figure 1

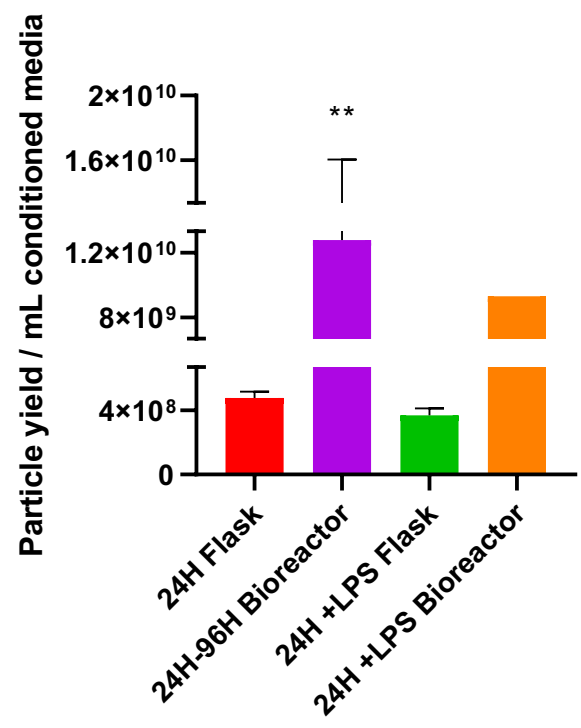

Supplemental Table 1

| <i>Group</i>       | <i>Day post radiation</i> | <i>RBC (M/ul)</i> | <i>WBC (K/ul)</i> | <i>Neutrophils (K/ul)</i> | <i>Lymphocytes (K/ul)</i> | <i>Monocytes (K/ul)</i> | <i>Platelets (K/ul)</i> | <i>Platelet volume (fL)</i> |
|--------------------|---------------------------|-------------------|-------------------|---------------------------|---------------------------|-------------------------|-------------------------|-----------------------------|
| Pre-rad Control    | n/a                       | 8.86 (0.18)       | 2.75 (0.33)       | 1.56 (0.13)               | 0.93 (0.19)               | 0.13 (0.02)             | 955.4 (48.1)            | 4.90 (0.03)                 |
| PBS                | 5-6                       | 7.44 (0.57)*      | 0.36 (0.08)**     | 0.09 (0.03)***            | 0.17 (0.06)*              | 0.02 (0.01)*            | 164.6 (32.6)***         | 5.61 (0.33)**               |
| Flask-EVs          | 5-6                       | 8.67 (1.0)        | 0.27 (0.03)*      | 0.04 (0.01)**             | 0.14 (0.04)               | 0.02 (0.01)             | 175.0 (31.5)***         | 5.50 (0.53)*                |
| Bioreactor-EVs     | 5-6                       | 9.67 (0.81)       | 0.25 (0.04)*      | 0.04 (0.02)**             | 0.07 (0.06)               | 0.01 (0.003)            | 175.3 (34.9)***         | 5.73 (0.54)**               |
| Flask LPS - EVs    | 5-6                       | 8.82 (0.58)       | 0.25 (0.05)***    | 0.05 (0.01)***            | 0.09 (0.02)*              | 0.02** (0.002)          | 134.2 (14.6)***         | 6.65 (0.13)***              |
| Bioreactor LPS-EVs | 5-6                       | 9.72 (1.0)        | 0.26 (0.05)*      | 0.05 (0.02)**             | 0.11 (0.05)               | 0.03 (0.02)             | 180.0 (33.0)***         | 6.50 (0.17)**               |
| Flask-EVs          | 30-31                     | 7.47 (0.06)       | 2.3 (0.13)        | 0.84 (0.07)               | 1.26 (0.04)               | 0.2 (0.04)              | 876.7 (113.0)           | 5.75 (0.07)***              |
| Flask LPS - EVs    | 30-31                     | 7.78 (0.29)       | 1.87 (0.42)       | 1.47 (0.42)               | 0.30 (0.06)               | 0.07 (0.02)             | 487.6 (80.2)***         | 5.76 (0.15)***              |
| Bioreactor LPS-EVs | 30-31                     | 8.64 (0.47)       | 1.59 (0.11)       | 1.36 (0.08)               | 0.19 (0.04)               | 0.17 (0.003)            | 438.7 (115.4)*          | 5.77 (0.32)***              |

How the deposited data were processed for this re-analysis (not part of the article)

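RNA from EVs of 6 MSC isolates grown in flasks and of 1 MSC isolate grown in a bioreactor was sequenced as small RNA libraries, with 3 technical replicates of the bioreactor EVs. Each sample's group and replicate number came from the paper and from the samples' own labels. The deposited series text, unlike the paper, gives the names of the 3 bioreactor libraries to LPS-EVs of 3 flask isolates, while the label of each of these samples names the bioreactor and no LPS. They were taken as bioreactor EVs, as the paper and the sample labels have it. If the series text were right, each comparison here would set flask EVs against LPS-EVs of some of the same isolates. Libraries of LPS-EVs were not analysed here.

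The authors assessed the reads with FASTQC, trimmed and filtered them with FastQMcf and PRINSEQ, mapped them with Bowtie and deposited counts per feature, as whole numbers without normalization. The paper's text does not name the genome build, the annotation or the rule by which reads were counted. The deposited counts show that a read could be counted at several features: 2666 of 65637 features repeat the counts of an earlier one, and these repeats held between 9.77% and 29.1% of a library's total. Of the genes, 28766 have a row for each strand with the same coordinates. No feature lacked a name, and no other column of values was present. The depth differed 4.11-fold between libraries, and the totals are sums over features, so intervals based on them would overstate the precision.

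Features were tested with edgeR 4.0.16 (R 4.3.3) after edgeR's expression filter and TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. The median log2 fold change of the tested features was 0.12. DESeq2 1.42.0 gave the variance stabilizing transformation, the size factors and the alternative test. Sums of miRNA lists were compared on log2 of TMM-scaled CPM plus 0.5 with exact permutation tests over the 84 splits of 9 libraries into 6 and 3. The smallest two-sided p this design allows is 0.0238. These tests and edgeR's took the 3 technical replicates of 1 isolate as separate libraries, so their p-values hold no spread between bioreactor isolates. With 1 bioreactor sample against 6, the smallest two-sided p would be 0.286. On simulated counts, 200 features were given a log2 fold change of size 3, and 185 of them were among the features tested with edgeR. Of the 200, edgeR recovered 92.5% among 43348 tested features with 3 false calls, and DESeq2 98.5% among 47566 with 22 false calls. Smaller changes were not simulated, so these rates do not apply to them. The simulation took the 9 libraries and all features as independent, with the same spread throughout and no difference of isolate B. Its false calls therefore do not measure those of the real design, with 3 technical replicates of 1 isolate.

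The features named in the text are those that the paper names or labels in Fig. 3D with their copies, hairpins and arms, the 3 largest and 3 smallest log2 fold changes among called features without overlap between groups, the 10 mature miRNAs with the highest mean CPM in each group, and the members of 2 lists. The list of blood cell miRNAs has 8 members, and that of bovine serum miRNAs has 3. Of the 8, the 6 present among the features were analysed: miR-142-3p, miR-142-5p, miR-451a, miR-144-3p, miR-150-5p and miR-126-3p. The comparisons at the paper's claims, their tests and all but 4 of the alternatives were set before the data were examined. Several tests of explanations were chosen later, as the closing section states. The alternatives were another test, other scalings and filters, identical rows taken once, the bioreactor libraries summed, the replicate number as a block, and each library left out in turn.

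To find which gene rows count reads of small RNA genes, each of 57532 stranded gene rows was compared with the 5357 small RNA features of up to 1000 bases, counting overlapping small features once. Gene set analysis was not repeated, since the gene sets were not used here.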

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

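The tests on F_2 and F_5, on blood cell miRNAs and on bovine serum, and library totals as a scaling for single isolates, were chosen only after the results were seen.

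Each of 57 values was examined over the 6 flask isolates with Dixon's ratio, the gap to the nearest isolate over the range. In 17 of them a single isolate lay far from the others. The chance rate of about 5% assumes normally distributed values, and these were tested without a log transformation. In all 17 the isolate set apart had the highest value, which values skewed upward would also give. The count of 17 against 5% therefore cannot show how unusual F_2 and F_5 are. The values are not independent, since many of them count the same reads. Of the 17, 14 concerned F_2. Its 5S rRNA share was 3.81%, against 1.89% in the next isolate. In TMM-scaled CPM, F_2 had 305.4 for CDH1, 5.83 for CADM3, 16.0 for TEX101, 44.4 for TIMP4, 28.1 for WDR49, 43.4 for OSBPL1A, 109.5 for PHKB, 483.4 for MED12L, 5389 for SHF and 1627 for EDA. It had 126.2 CPM for tRNA-Gly-GGA_copy50 and 378.5 CPM for let-7i, as hairpin and as let-7i-5p. The choice of TMM in place of library totals decides part of this. F_2 had the lowest TMM factor, 0.536, and by library totals it lay apart in 6 of these 13 scaled values, CDH1, TEX101, TIMP4, OSBPL1A, MED12L and SHF. In the other 7 it did not. Its let-7i was then 202.9 CPM, below the 455.1 of F_6, tRNA-Gly-GGA_copy50 67.7 CPM against 54.6 in F_6, and PHKB 58.7 CPM against 57.4 in F_6. The 5S rRNA share does not depend on the scaling. Library totals set F_3 or F_6 apart in 5 values where TMM set none apart. Depth alone is no full account, since the total of F_4, 186998569, exceeded the 183243560 of F_2. Among the 10 gene rows where F_2 lay apart, 8 had over 50% of their counts from small RNA genes inside them, against 6 of the 22 other gene rows (Fisher's exact test, two-sided, p = 0.00837). The comparator of this test was also chosen after the counts were seen, and rows sharing 5S reads make its p too small. The small RNA genes were of several kinds, with a 5S rRNA copy the largest in 5 of the 10 rows, an LSU-rRNA copy in 2 and a tRNA gene in 1, for SHF. In TIMP4 and WDR49 none was found, and let-7i and tRNA-Gly-GGA_copy50 are not 5S rRNA. The 5S rRNA share alone therefore does not account for all 14 values. By library totals, 6 gene rows had F_2 apart, and 5 of them were over 50%, against 9 of the 26 others (Fisher's exact test, two-sided, p = 0.0636), so it stays open whether small RNA genes inside mark the rows where F_2 lies apart.

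With TMM, F_5 stood apart for miR-143, with 413.1 CPM for the hairpin and 412.8 CPM for miR-143-3p, against 192.3 and 191.3 in the next isolate. It also had the highest sum of blood cell miRNAs among flask isolates, 1.23 CPM against 0.475. That sum rests on 81 counts. By library totals F_5 lay apart in 0 of these 3 values. Its miR-143-3p was 295.3 CPM against 324.2 in F_6, and its sum of blood cell miRNAs 0.883 against 1.21 in F_6. The choice of TMM in place of library totals therefore decides whether F_5 stands apart, and no biological explanation was tested.

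The paper does not report on blood cell miRNAs. Their sum was 0.234-fold in flask EVs relative to bioreactor EVs, and lower in 6 of 6 flask isolates than in the bioreactor libraries (two-sided exact permutation test, p = 0.0238, the smallest possible, with the 3 technical replicates taken as separate libraries). By library totals it was 0.422-fold and lower in 5 of 6, with p = 0.0476 from the same exact test. Without flask replicate 5 it was 0.153-fold with TMM. The sums rest on 17 to 205 counts per library. Over all tested features, 2 of the 3 tested members passed the threshold and as many did adjusted over the list alone. The log2 fold change was -3.57 for miR-126-3p and -3.27 for miR-142-5p, and both lost their calls under library totals. For miR-451a it was -0.12 (standard error 0.69). Carry-over of human platelet lysate, used for the bioreactor MSCs where flask MSCs had fetal bovine serum, may lower the ratio to 0.234. The paper describes a wash and serum-free medium before collection in both groups, with these bioreactor EVs taken at 96 h. Both would reduce carry-over, which was not measured. Medium, isolate, scale, collection time and the filtration of bioreactor EVs differ together between the groups, so these explanations cannot be told apart.

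On the list of bovine serum miRNAs, miR-1246 was higher in flask EVs, with a log2 fold change of 2.53 (adjusted p = 0.0152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 6 of 6 isolates. The call was lost without each bioreactor replicate. The lowest of the 3 members was miR-451a at -0.12, and miR-122-5p was at -0.05 (standard error 0.53). Bovine serum could add to miR-1246 and to let-7, but members this close to 0 with so few counts leave it open, and miR-451a is on both lists. The wash and the serum-free medium before collection would reduce carry-over here too.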

How the results depend on the processing

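The 4.07-fold difference in let-7 kept its direction under every alternative, and its side of the threshold under those with a test. It was between 2.13 and 7.06, and from 3.41 to 4.53 across the fits that each left out 1 library. The blood cell list kept both, between 0.131 and 0.422, and from 0.153 to 0.266 across such fits. Its hairpin setting, at 0.171, was chosen after seeing the data. The gap in r between flask pairs and pairs between groups also kept both, at 0.0453 to 0.0745. With the pairs of 1 library left out and the transformation not repeated, it was 0.0436 to 0.0535.

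The mean r among bioreactor libraries, 0.934, moved by more than its spread in 6 settings. It was 0.975 with log2(CPM + 1), 0.942 over features passing edgeR's filter, 0.961 over features with at least 10 counts in every library, 0.942 over mature miRNAs and 0.913 as Spearman's rho. Leaving out 1 bioreactor library, without repeating the transformation, left the r of 1 pair, between 0.932 and 0.939. The highest, B_2 with B_3, also moved by more than the spread. Flask libraries do not enter this mean. The cause of the moves in the other settings was not tested.

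The number of features higher in flask EVs, 1900, was 3690 with DESeq2 and 3622 with DESeq2 on all features, a setting chosen after seeing the data. With at least 10 counts in every library, which leaves 27127 features, 1234 were higher and 2042 lower. With the bioreactor libraries summed into 1 library, 59 were higher and 816 lower, with the spread taken from flask isolates alone. Library totals gave 571 lower, and 72.5% of its calls were higher against 37.7% with TMM. They moved the median log2 fold change to 1.04, and 1471 of the 5044 features kept a call. Across the 9 fits that each left out 1 library, 600 to 2523 features were higher and 1703 to 3730 lower. The 3 lowest counts of higher features, 756, 642 and 600, came without bioreactor replicates 1, 2 and 3. Leaving out gene rows that count mostly a small RNA, also chosen after seeing the data, gave 1850 and 3145.

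With the replicate number as a block (replicate block), 577 features were higher and 1151 lower. Libraries of the same number did not deviate together, with correlations of -0.06, 0.16 and -0.10, so they share only a number.

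Of the comparisons of named features with an alternative, 22 reversed, 62 gained a call, 51 lost one and 1070 did none of these. The 1070 include 64 with the bioreactor libraries summed into 1, where only the direction was compared and calls were not. Library totals reversed VAC14 to 0.16, WDR33 to 0.0063, miR-26a-5p to 0.57, miR-199a-3p to 0.14, miR-451a to 0.69 and miR-122-5p to 0.98. Over miRNA features alone, miR-21-5p was -0.012, miR-122-5p 0.074 and miR-222-3p -0.019, and with the block miR-21-5p was -0.22. Across the fits without 1 library, EDA ranged from -0.11 to 0.89, miR-21-5p from -0.17 to 0.34, miR-451a from -0.87 to 0.23, miR-122-5p from -0.35 to 0.24 and miR-222-3p from -0.43 to 0.34. None of these passed the threshold in the setting that reversed it. The cause was not tested.

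Depth limits the blood cell list, whose members had at most 205 counts together in a library.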

Differences from the paper's values

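The paper reports 3624 features higher in flask EVs, where edgeR gave 1900. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 3690. Without flask replicate 2 edgeR gave 2523, which is within 1.5 times of the paper's value but stays below it. The others were further from it. DESeq2 on all features, chosen after seeing the values, gave 3622. For the total, the paper's value is 7715 and edgeR's 5044. DESeq2 gave 7899. The edgeR totals without flask replicates 2, 3 and 4 were 6185, 5520 and 5248, within 1.5 times of the paper's value but well below it. DESeq2 on all features, again chosen after seeing the values, gave 7692. The other alternatives set before the data were examined were not within 1.5 times.

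The paper's lowest and highest r among bioreactor libraries are 0.94 and 0.95, where 0.932 and 0.939 were found. Over features passing edgeR's filter they were 0.937 and 0.950, and over mature miRNAs 0.938 and 0.949, both within the spread of r in these settings, which no other alternative set before the data were examined gave. The paper's lowest r between flask and bioreactor libraries is 0.82, where 0.840 was found. As Spearman's rho it was 0.819. With log2(CPM + 1) it was 0.806, below the paper's value but within the wider spread of r in that setting, and the other alternatives set before the data were examined lay outside their spread.

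The paper calls let-7b, let-7i, mir-143, mir-221, PPP1R12B, CTNNA3 and CDH1 significant between the groups, and edgeR's adjusted p-values from its quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0809, 0.121, 0.0732, 0.137, 0.15, 0.0571 and 0.0624. DESeq2 called all of them, as did DESeq2 on all features, which was chosen after seeing the values. Library totals called all but CTNNA3, and the miRNA features alone called the miRNAs among them. CTNNA3 was called with DESeq2's size factors, over features with at least 10 counts in every library and without flask replicates 2 or 5, and CDH1 without flask replicate 2. Fig. 3D also labels MRPS6, PHKB and MED12L, with adjusted p-values of 0.0605, 0.0979 and 0.0979 from edgeR. DESeq2 in both settings and edgeR without flask replicate 2 called each of these. MRPS6 was also called without flask replicate 3 and MED12L by library totals.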

Other observations

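The tests on CDH1, ITGA4 and DSCAM were chosen only after the results were seen.

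Of the 84 splits of the 9 libraries into 6 and 3, 1 gave as many features at an adjusted p under 0.05 as the real one, which was the real one itself. The other 83 gave 0, with 528 to 7889 features at an unadjusted p under 0.05. The real split sets 3 technical replicates of 1 isolate apart, and each other split breaks them up, so this does not measure how often 1 isolate sequenced 3 times would stand apart. Single libraries were also tested, a flask isolate against the other 5 and a bioreactor library against the 6. These fits take their spread from the larger group alone and differ in size. Their numbers of called features therefore cannot be compared, and no conclusion is drawn from them. A difference of isolate B itself and an effect of the bioreactor cannot be told apart with 1 isolate.

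Small RNA genes inside a gene, on the counted strand, held a median of 97.8% of the counts among the 100 most abundant gene rows, and over 50% in 71 of them. Over all 57532 gene rows, 586 such rows held 71.5% of the counts. This is consistent with abundant gene rows counting reads of tRNA, Y RNA and 5S rRNA genes. For CDH1 the share was 99.3%, so its lower value in flask EVs may follow the lower 5S rRNA share of those libraries. For ITGA4 and DSCAM the share was 0, which argues against small RNA genes of the table as the origin of their counts. Other repeats inside them were not tested.

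The higher let-7 level in flask EVs is not explained by a higher share of all miRNAs alone. As a share of mature miRNA counts let-7 was still 2.13-fold higher, with 53.1% to 63.4% in flask EVs and 27.1% to 27.9% in bioreactor EVs, and 6 of 6 flask isolates above (two-sided exact permutation test, p = 0.0238, with the 3 technical replicates taken as separate libraries). Isolate, medium, scale, collection time and the filtration that the paper describes for bioreactor EVs alone stay open as explanations.

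The features with the largest differences without overlap between the groups were small RNAs and 1 antisense transcript. In flask EVs, tRNA-Gly-GGA_copy50 had a log2 fold change of 8.80, piR-57519 was at least 6.79-fold higher and tRNA-Ser-AGY_copy4 at least 5.70-fold higher. Relative to bioreactor EVs, 5S_copy241 had a log2 fold change of -9.86. By the limit of 3 counts, 5S_copy94 was at least 1382-fold lower and linc-KCNA4-2:antisense at least 131-fold lower. Near-identical copies share reads in this table, so the copy behind such a count is uncertain.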
